A study of Escherichia coli with 12 samples.

How the data were processed

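RNA was measured by strand-specific paired-end sequencing (reads of 150 bases, after bacterial rRNA depletion, per the labels) in 12 cultures of Escherichia coli BW25113. The 4 strains were the parental wild type, a trmA deletion, a truB deletion and the double deletion of both genes, with 3 biological replicates each. Every library was assigned to its strain and replicate number from the sample titles, and 0 columns of the files were left unassigned.

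Per the file headers, the authors' per-library tables hold counts per annotated gene on a BW25113 chromosome record, with the start, end, strand and length of each gene. The aligner, the counting tool, its strand setting and its treatment of reads that match several places are not stated per the labels or the headers. Each of the 7 copies of the 16S rRNA gene held between 13.3% and 15.3% of all 16S counts, so counts of single rRNA copies are uncertain, as are counts of overlapping genes. The authors also deposited a table for each deletion strain against wild type, with a log2 fold change, a p-value and an adjusted p-value per gene; the test behind them is not named per the file headers. The normalised signal columns of these deposited tables equalled the counts divided by 1 size factor per library, to within rounding. These tables were used only for comparison with the values computed here.

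The count tables hold 4263 genes. Gene names and types came from an annotation of strain MG1655, which paired 4051 names by symbol and 201 by synonym and left 11 without a match; its coordinates were not used, and positions are those of the count files, counted from 1. The table includes 4076 protein-coding genes, 85 tRNA genes and 107 rRNA and tRNA genes together.

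Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10, which left 3989 genes. Libraries were scaled by TMM, and dispersions were estimated over all 12 libraries with 1 coefficient per strain. The p-values came from glmQLFit and glmQLFTest, on 8 residual degrees of freedom plus a median of 4.37 prior degrees of freedom. They were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 counted as a difference. The square root of the common dispersion was 0.170. Fold changes are on the log2 scale, with standard errors (SE) equal to the absolute log2 fold change over the square root of the F statistic. The comparisons were each deletion strain against wild type, the double deletion against each single deletion, the interaction of both deletions (double deletion minus trmA deletion minus truB deletion plus wild type) and any difference among the 4 strains. Normalised CPM (the count over the TMM-scaled library total, as edgeR gives it) are shown as means with the SD over 3 libraries.

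The choices of test, filter, scaling, gene lists, comparisons and genes to name were made before the data were examined. The genes named were trmA and truB, the 3 annotated genes on each side of each, and, for each comparison against wild type, the 3 largest rises and 3 largest falls among protein-coding genes with an adjusted p under 0.05, a mean of at least 50 counts over the 6 libraries compared and no overlap between both strains' libraries, with trmA and truB left out; for the interaction, the 3 genes with the smallest p in each direction. Genes named outside this rule are stated as chosen after their values were seen.

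The 10 gene lists, written from general knowledge of E. coli, covered ribosomal proteins, aminoacyl-tRNA synthetases, tRNA modification enzymes other than trmA and truB, attenuation-controlled amino acid biosynthesis, sigma-32 heat shock, RpoS general stress, flagella and chemotaxis, formate metabolism, the SOS response, and the TCA cycle with aerobic respiration. They held 308 tested genes, and 0 genes were in more than 1 list. Lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), with fry and camera with an estimated correlation as alternatives. The effects of the same deletion in both backgrounds, which share no library, were compared by correlation across genes. Genes are not independent replicates, so no p-value was attached, and a standard error came from leaving out each of the 12 libraries in turn (jackknife). For comparisons that share the wild-type libraries, 20 simulations of unchanged strains gave the correlation that sharing produces when no gene changes.

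Alternatives were DESeq2 size factors in edgeR, upper-quartile scaling, scaling and testing without rRNA and tRNA genes, no filter, a filter on a mean of at least 50 counts, DESeq2 1.42.0 as the test, fits on the 2 strains compared alone, the replicate number as a block, and leaving out each library in turn. After the data were seen, scaling by the total of counts outside rRNA and tRNA genes was added, and also an offset for gene length. It removed a smooth trend on gene length from each library, fitted to the deviation of log2 CPM from each gene's mean over the libraries. Each comparison was refitted for other splits of its libraries, all 10 for 3 against 3 and 100 drawn assignments for the 4-strain tests. Runs of at least 3 adjacent protein-coding genes on one strand with gaps of at most 50 nt were used to relate changes to position along a run, with 10000 shuffles of the order.

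The procedures were tested on simulated counts with 200 changed genes of known fold change. Each of these changed by more than 2-fold and lay above a minimum expected count. Recovery and false calls were not tested for smaller changes, for scarcer genes or with as many changed genes as were called in the strains. Among 3872 simulated genes tested, edgeR recovered 98.0% of the changed genes with 2.00% false calls, and DESeq2 98.0% with 3.92%. For 3894 simulated genes, 93.5% were recovered for the interaction with 6.03% false calls, and 98.5% for any difference with 8.37%. With a length trend added to the 3881 simulated genes tested, false calls made up 71.5% of the calls without the offset and 3.47% with it. Camera with the preset correlation, camera with the estimated correlation and fry each recovered 2 of 2 moved lists with 0 false calls, in simulated genes that varied independently.

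Libraries held between 29722629 and 41975437 counts, of which 2866446 to 4064149 lay outside rRNA and tRNA genes. Reads carry no molecular identifiers, so counts need not be independent molecules; the tests rest on the spread between cultures. No pair of replicates was a duplicate: the lowest chi-squared per degree of freedom between replicates of one strain was 3.48, where a resequenced library would lie near 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The reads themselves were not used here.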

Results

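Transcript levels were measured by RNA-seq in Escherichia coli BW25113 and in derivatives lacking trmA, truB or both, 4 strains with 3 cultures each. The trmA product methylates a uridine in the T arm of tRNA, and the truB product converts a nearby uridine of the same arm to pseudouridine. Cells were grown at 37 °C in LB with 2% sodium formate, starting at an OD600 of 0.1, and were harvested at 0.3 to 0.4. The 12 libraries held from 29722629 to 41975437 counts each. Counts of rRNA and tRNA genes made up 89.1% to 91.2% of them, which left 2866446 to 4064149 counts for all other genes. Between 3732 and 3955 of the 4263 annotated genes had at least 10 counts in a library.

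The groups differed in 2 recorded ways other than genotype. The deletion strains, unlike the wild type, had grown overnight with 50 µg/mL kanamycin before the culture in formate. The names of the wild-type and trmA deletion libraries in the file headers carry the prefix "resub", whose meaning is not stated, and those of the truB and double deletion libraries do not. Prefix and truB deletion therefore cannot be told apart in the comparisons of truB or double deletion with wild type and of the double with the trmA deletion. The comparisons of trmA deletion with wild type and of double with truB deletion lie within 1 prefix status each. No comparison against wild type separates a deletion from the overnight kanamycin.

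The deleted genes were examined first. The trmA gene (positions 4152098 to 4153198, minus strand, of the BW25113 chromosome) had 43.5 ± 1.89 normalised CPM in wild type (mean ± SD, n = 3). It had 0.244 ± 0.0914 in the trmA deletion, which is 0.560% of the wild-type level and rested on 4 to 13 counts per library. In the double deletion it had 1.43 ± 0.452, or 3.27% of wild type, from 37 to 75 counts. In the truB deletion trmA stood at 29.0 ± 0.229, or 66.7% of wild type. The truB gene (positions 3305192 to 3306136, minus strand) had 33.4 ± 1.25 normalised CPM in wild type and 29.6 ± 1.63 in the trmA deletion. It had 0.811 ± 0.373 in the truB deletion (2.42% of wild type, 17 to 47 counts) and 0.748 ± 0.244 in the double deletion (2.24%, 15 to 36 counts). All 12 libraries matched their labels by these values.

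**Figure D1:**
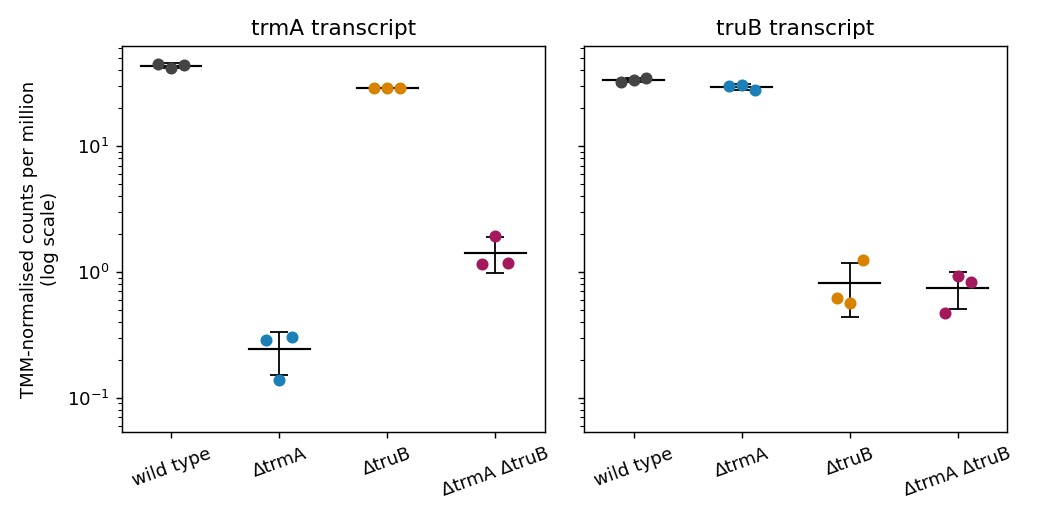
Normalised CPM of trmA (left) and truB (right) in each library, on a log scale, by strain. Points are libraries, horizontal bars are means and error bars are 1 SD (n = 3); trmA in the double deletion stood at 3.27% of wild type against 0.560% in the single deletion.

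The first principal component of log2 CPM held 58.6% of the variance and the second 13.9%. On the first, wild-type libraries lay between -27.7 and -23.7, trmA deletion libraries between -25.1 and -24.3, truB deletion libraries between 6.47 and 17.4, and double deletion libraries between 34.8 and 42.7. The first component therefore parts libraries with the header prefix from those without it, and also the truB from the double deletion within the unprefixed libraries.

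**Figure D2:**
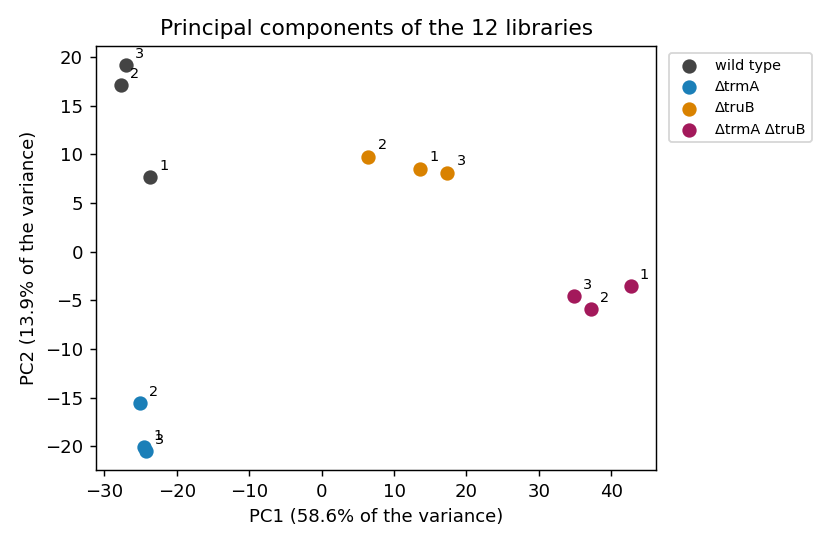
First and second principal components of the 12 libraries, computed from log2 CPM; numbers beside the points are replicate numbers and the axes give the share of variance (58.6% and 13.9%). Libraries of one strain lie together, with both truB-negative strains at positive values of the first component.

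The comparison of the trmA deletion with wild type asks what loss of the T-arm methylation enzyme changes by itself. Of 3989 genes tested, 786 differed (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 381 higher and 405 lower. Of these, 167 differed by at least 2-fold, 41 higher and 126 lower. The 3 libraries of one strain lay apart from the 3 of the other for 1575 genes, or 39.5%, where chance gives 10%. Leaving out trmA deletion replicate 3 moved the count most, to 461 genes. The largest rises were yghW (positions 3139809 to 3140096, minus strand), hybO and hybA. yghW rose from 0.521 ± 0.0336 to 32.5 ± 0.914 normalised CPM, a log2 change of 5.95 (SE 0.13, edgeR adjusted p 2.16e-11). hybO changed by 3.80 (SE 0.18) and hybA, which overlaps hybB on the same strand, by 3.69 (SE 0.24). Apart from trmA itself, the largest falls were malK at -4.89 (SE 0.88), lamB at -4.56 (SE 0.80) and malM at -4.32 (SE 0.89). These maltose genes varied within wild type: malK had 390, 3477 and 4142 counts in wild-type replicates 1, 2 and 3. The change of malK ranged from -6.26 to -4.31 over the 6 fits that each left out 1 library, and it kept its call in each of these. lamB ranged from -5.17 to -3.77 and malM from -5.12 to -3.53, with the calls kept. For all 3 genes the larger fall was that without trmA deletion replicate 2 and the smaller that without wild-type replicate 3.

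The comparison of the truB deletion with wild type asks the same of the pseudouridine synthase. Here 1712 genes differed, 889 higher and 823 lower, and 480 by at least 2-fold. Libraries did not overlap for 49.7% of the genes tested, against 10% by chance. zinT (positions 2034856 to 2035506, plus strand) rose most, from 0.980 ± 0.301 to 23.5 ± 7.06 normalised CPM, a log2 change of 4.57 (SE 0.28, edgeR adjusted p 6.01e-07). yqeI rose by 3.60 (SE 0.41) and ykgM by 3.54 (SE 0.41); yqeI overlaps yqeJ and ykgM overlaps ykgO on the same strand. Apart from truB itself, the largest falls were dppB at -2.79 (SE 0.48), dppC at -2.62 (SE 0.55) and yccM at -2.21 (SE 0.28). Wild-type replicate 1 lay low for dppB, with 439 counts against 1262 and 1514, and for dppC, with 186 against 571 and 738. Leaving out 1 library moved dppC to between -3.38 (without truB deletion replicate 2) and -2.10 (without wild-type replicate 3), and dppB to between -3.19 and -2.33, with the calls kept.

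In the double deletion 2507 genes differed from wild type, 1283 higher and 1224 lower, and 1215 by at least 2-fold. Libraries did not overlap for 66.8% of the genes, against 10% by chance. yghW was again highest, with a log2 change of 5.54 (SE 0.13, edgeR adjusted p 4.76e-11) and 24.5 ± 0.879 normalised CPM. ykgR (positions 308852 to 308953, minus strand) rose by 4.86 (SE 0.57) from 3, 0 and 8 counts in wild type, and glgS by 4.84 (SE 0.26). Apart from trmA and truB themselves, the largest falls were malG at -4.86 (SE 0.85), malF at -4.75 (SE 0.83) and malM at -4.41 (SE 0.90), in which wild-type replicate 1 again lay lowest, with 134 counts of malG against 1152 and 1910. Leaving out 1 library gave from -5.40 to -3.98 for malG, from -5.28 to -4.07 for malF, from -4.95 to -3.60 for malM and from 4.27 to 6.18 for ykgR, with the calls kept; -3.98, -4.07, -3.60 and 6.18 are the values without wild-type replicate 3.

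Both comparisons with a single deletion give the effect of the second deletion in the background of the first. Adding the truB deletion to the trmA deletion changed 2417 genes, 1229 higher and 1188 lower, and 1130 by at least 2-fold. Adding the trmA deletion to the truB deletion changed 1381 genes, 662 higher and 719 lower. Of these, 292 changed by at least 2-fold, 187 higher and 105 lower. Among all genes called, the share higher was 47.9% here and 56.0% under upper-quartile scaling. Libraries did not overlap for 68.3% and 45.5% of the genes, against 10% by chance. Any difference among the 4 strains was found for 2859 genes.

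The effect of truB deletion in the wild-type background correlated across 3989 genes with its effect in the trmA deletion background, with a Pearson r of 0.707 (jackknife SE 0.0461) and a Spearman rho of 0.690. For the trmA deletion the corresponding r was 0.215 (jackknife SE 0.0477) and rho 0.103. The 2 sides of each correlation share no library, but both sides of the truB correlation cross the header prefix. Restricting the genes to those called in the first comparison moved both most, to 0.820 and 0.423. Among correlations that share the wild-type libraries, the truB and double deletion changes had an r of 0.850, where simulated unchanged strains gave 0.509. The trmA and truB deletion changes had 0.313 against a simulated 0.506, and the trmA and double deletion changes 0.329 against 0.510. No gene changed in the simulations, so noise of the shared controls weighed more there than in the strains. A value below the simulated one therefore does not show effects less alike than sharing alone would give. Of the 1521 genes called in both the truB and the double deletion against wild type, 98.6% had the same direction. Of the 575 called in both the trmA and the double deletion, 68.5% did, and of the 440 called in both single deletions, 76.1% did; no simulated value exists for such selected genes. Over all 3989 genes, the signs were the same for 84.1% in the truB and double deletions, 59.1% in the trmA and double deletions and 60.6% in both single deletions. Simulated unchanged strains gave 66.9%, 66.7% and 66.6%. The values that involve the trmA deletion lay below these, with the same limit as for the correlations.

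**Figure D3:**
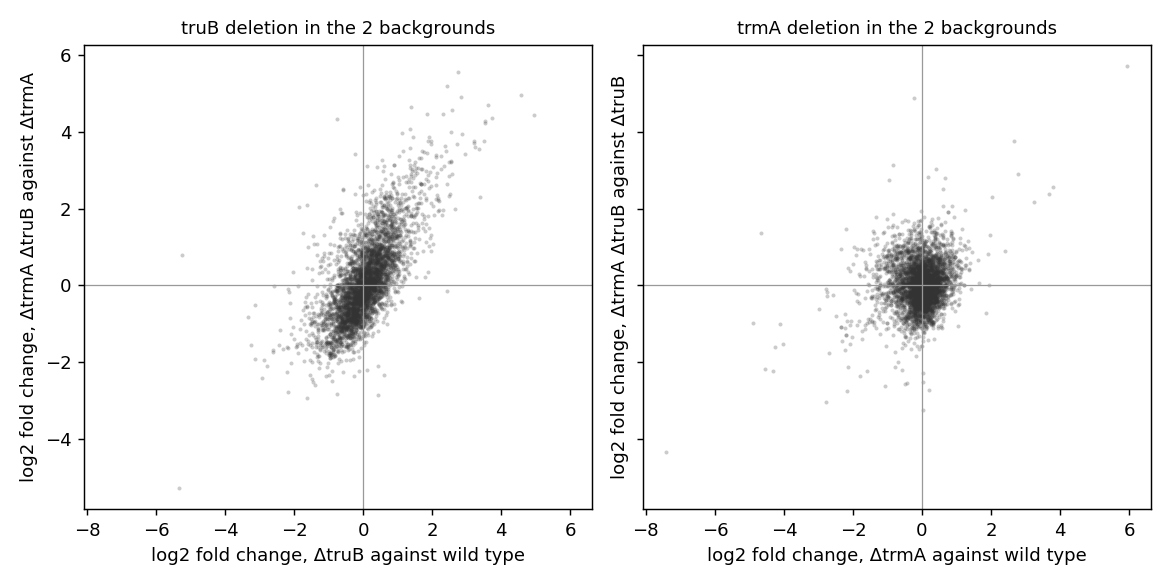
Log2 fold change of each of 3989 genes for the truB deletion (left) and the trmA deletion (right), in the wild-type background (horizontal axes) and in the background of the other deletion (vertical axes). Each point is a gene; Pearson r was 0.707 on the left and 0.215 on the right.

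The interaction asks whether the double deletion differs from the sum of the single deletions on the log2 scale. An additive effect of the header prefix cancels in it, whereas an effect of the overnight kanamycin does not. It was past the threshold for 1096 genes, 513 above 0 and 583 below. Of these, 424 differed from 0 by at least 2-fold, 297 above and 127 below. Among all genes called, the direction that held more genes changed with the processing. The share above 0 was 46.8% here, 55.1% without rRNA and tRNA genes and 56.9% without wild-type replicate 2. The smallest p-values above 0 belonged to ssrS (6S RNA), with an interaction of 1.91 (SE 0.16, edgeR adjusted p 8.16e-05), to the tRNA gene argX at 1.88 (SE 0.17) and to yibB at 1.40 (SE 0.13). Below 0 they belonged to rpoC at -1.74 (SE 0.13, edgeR adjusted p 3.97e-05), betA at -1.59 (SE 0.15) and pheS at -1.59 (SE 0.15). rpoC had 621 ± 16.5 normalised CPM in wild type, 794 ± 16.4 in the trmA deletion, 566 ± 38.8 in the truB deletion and 217 ± 24.1 in the double deletion.

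The 3 genes on each side of both deleted loci were sthA, fabR, yijD, btuB, murI and rrsB around trmA, and pnp, psrO, rpsO, rbfA, infB and nusA around truB. Next to trmA, yijD rose by 0.98 (SE 0.11, edgeR adjusted p 8.02e-05) in the trmA deletion and changed by 0.16 (SE 0.11) in the double deletion, which was not past the threshold. yijD and fabR overlap on the same strand, and fabR fell by 0.32 in the trmA deletion, a call lost in each of the 6 fits that left out 1 library. In the double deletion fabR rose by 0.52 (edgeR adjusted p 0.000649), a call kept under all 16 alternatives. With a trend on gene length removed, yijD fell by 0.31 in the double deletion. It also fell by 0.33 in the truB deletion, which leaves trmA intact (edgeR adjusted p 0.0202). sthA, which overlaps oxyR on the opposite strand, fell by 1.15 in the truB deletion and by 1.71 in the double deletion. murI, which overlaps btuB, fell by 0.57 and by 0.56 in these strains. rrsB, 1 of the 7 copies of the 16S gene, was not past the threshold in any of these strains. btuB fell by 0.42 in the double deletion (edgeR adjusted p 0.00323). With the length trend removed it fell by 0.15, which was not past the threshold. Next to truB, rbfA fell by 1.07 (SE 0.10) in the truB deletion and by 1.67 (SE 0.11) in the double deletion; it overlaps truB on the same strand. In the truB deletion pnp fell by 0.75, infB by 0.49 and nusA by 0.65, and in the double deletion they fell by 1.65, 1.29 and 1.52. In the trmA deletion, which leaves this locus intact, rpsO fell by 0.81, nusA by 0.35 and infB by 0.31; the calls of infB and nusA were lost in 5 or all 6 of the fits that left out 1 library. psrO fell by 1.29 and by 1.27 in the truB and double deletions, from 34 to 41 counts per wild-type library. rpsO rose by 0.32 in the double deletion and fell by 0.33 once the length trend was removed from each library. In the truB deletion it changed by 0.0074, and fell by 0.28 with that trend removed.

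Against wild type, 5 of 10 gene lists were past the threshold in the trmA deletion by camera (limma), 5 in the truB deletion and 6 in the double deletion. With the correlation between genes estimated from the data, 0 lists were past the threshold in each strain, and 0 had an unadjusted p under 0.05. Under fry, 2, 3 and 6 of them held, and fry called 3, 6 and 8 lists. The lists called by fry alone were flagella and chemotaxis in the trmA deletion (fry adjusted p 0.00536), tRNA modification enzymes (0.0347), sigma-32 heat shock (0.0204) and flagella (0.0365) in the truB deletion, and flagella (0.000101) and the SOS response (0.000122) in the double deletion. Camera with the preset correlation treats co-regulated genes as nearly independent: with each comparison fitted on its 6 libraries alone, other splits of these libraries gave a median of 4, 3 and 3 lists, against 7, 5 and 5 for the strains. As estimated from the data, the correlation within the TCA cycle list was 0.890.

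In the trmA deletion the ribosomal protein list had a median log2 change of -0.18, with 46 of 54 genes lower (camera adjusted p 7.26e-05). Of these, 16 genes differed over all genes tested and 16 adjusted over the list alone. The aminoacyl-tRNA synthetases had a median of 0.19, with 21 of 23 higher (adjusted p 0.000274, 10 genes over all genes and 11 adjusted over the list alone); this list also held under fry. The RpoS general stress list had a median of 0.45, with 29 of 32 higher (adjusted p 0.000740, 6 genes and 7 adjusted over the list alone). The SOS response list had a median of -0.10 (adjusted p 0.0382, 9 genes and 9 adjusted over the list alone) and held under fry, but not without wild-type replicate 3 (adjusted p 0.0536; range over its alternatives 0.00201 to 0.386). The sigma-32 heat shock list had a median of -0.13 (adjusted p 0.0382, 3 genes and 3 adjusted over the list alone); its call was lost without wild-type replicate 3 or trmA deletion replicate 1. The other 5 lists had adjusted p-values from 0.0878 to 0.897. Their medians were 0.07 for tRNA modification enzymes (4 genes called, 4 adjusted over the list alone), 0.01 for attenuation-controlled biosynthesis (2 and 0), 0.30 for flagella and chemotaxis (0 and 0), -0.19 for formate metabolism (1 and 0) and -0.23 for the TCA cycle and respiration (0 and 0). Among the lists with a count of 0, an unadjusted p under 0.05 was found for 9 attenuation genes, 3 flagellar genes, 7 formate genes and 2 TCA genes. The median of the attenuation list changed sign under 3 of the scalings. Leaving out wild-type replicate 1, or trmA deletion replicate 2, brought the formate and TCA lists past the threshold, as did fitting the 2 strains alone or removing the length trend.

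In the truB deletion the TCA cycle and respiration list had a median log2 change of -0.88, with 32 of 33 genes lower (camera adjusted p 2.36e-07, 23 genes over all genes and 24 adjusted over the list alone). Formate metabolism had a median of -0.45 (adjusted p 0.0319, 15 genes and 15 adjusted over the list alone) and ribosomal proteins -0.22 (adjusted p 0.0217, 21 and 20). The attenuation list had a median of 0.33 (adjusted p 0.0319, 14 and 15) and the SOS response -0.20 (adjusted p 0.0319, 9 and 9). The TCA, attenuation and SOS lists held under fry. Of the 5 lists, 2 remained past the threshold without wild-type replicate 1, 2 without truB deletion replicate 2 and 3 without truB deletion replicate 1, and TCA was among them each time. The SOS call was also lost with a mean of at least 50 counts. The other 5 lists had adjusted p-values from 0.0558 to 0.625. Their medians were -0.15 for tRNA modification enzymes (21 genes called, 22 adjusted over the list alone), 0.06 for aminoacyl-tRNA synthetases (5 and 4), 0.16 for sigma-32 heat shock (8 and 8), 0.16 for RpoS general stress (9 and 9) and 0.06 for flagella and chemotaxis (7 and 7). The flagellar median ranged from 0.03 to 0.31 across the alternatives computed for it. Without wild-type replicate 3, 8 lists were past the threshold. With the length trend removed the synthetases were, and with size factors from DESeq2 the tRNA modification enzymes were.

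In the double deletion all 33 genes of the TCA cycle and respiration list were lower, with a median log2 change of -1.79 (camera adjusted p 3.49e-09, 29 genes over all genes and 29 adjusted over the list alone). Formate metabolism had a median of -0.96 with 25 of 27 genes lower (adjusted p 0.000132, 21 and 21). Ribosomal proteins had a median of -0.70 (adjusted p 0.000132, 44 and 46), tRNA modification enzymes -0.45 (adjusted p 0.00239, 27 and 27) and aminoacyl-tRNA synthetases -0.24 (adjusted p 0.0357, 18 and 20). The RpoS list had a median of 0.79 with 27 of 32 higher (adjusted p 0.00239, 18 and 18). The call of the synthetases was lost with the length trend removed (adjusted p 0.772, median -0.06), with a mean of at least 50 counts (0.153), with the 2 strains fitted alone (0.0641) and without wild-type replicate 1 (0.0654); its alternatives ranged from 0.000626 to 0.772. The other 4 lists had adjusted p-values from 0.151 to 0.973. Their medians were -0.14 for the attenuation list (10 genes called, 10 adjusted over the list alone), -0.22 for sigma-32 heat shock (14 and 15, with camera giving the opposite direction), 0.24 for flagella and chemotaxis (9 and 8) and -0.28 for the SOS response (15 and 15). The attenuation median changed sign once a length trend was removed. The flagellar median ranged from 0.21 to 0.71 across the alternatives computed for it. Whether a list moved more in one strain than in another was not tested.

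**Figure D4:**
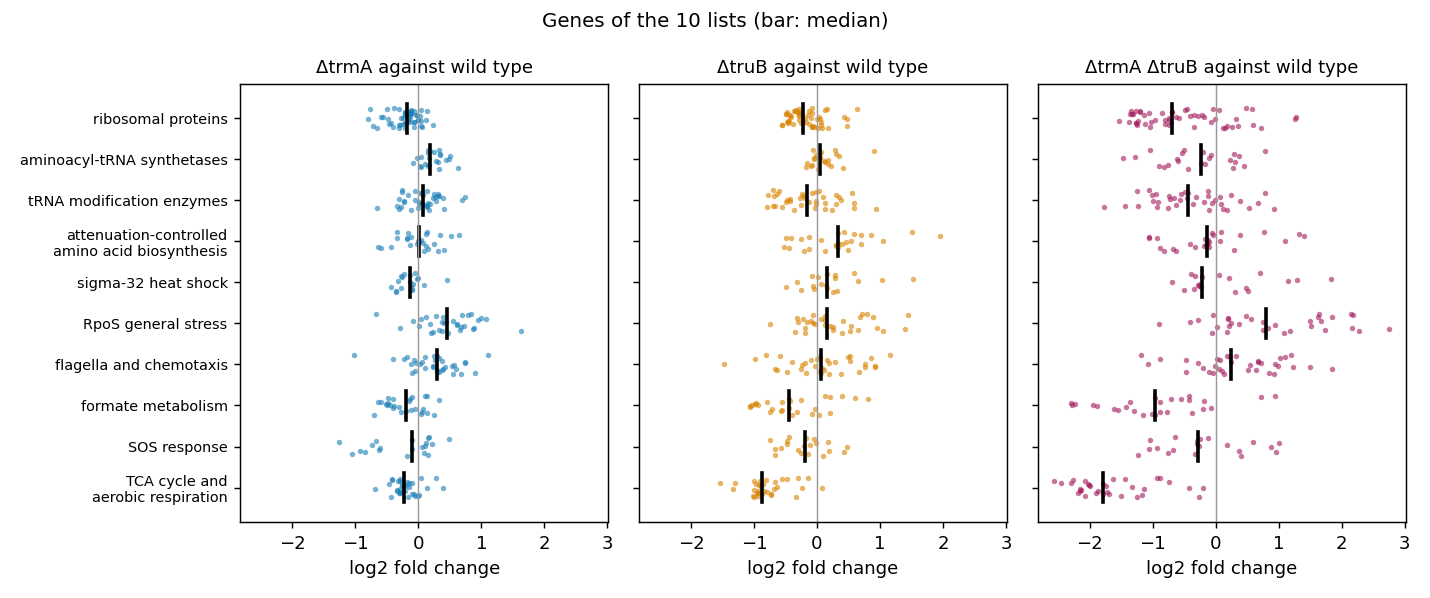
Log2 fold change against wild type of each gene of the 10 lists in the trmA deletion (left), the truB deletion (middle) and the double deletion (right); points are genes and black bars are medians. The TCA cycle and respiration median stood at -0.23, -0.88 and -1.79; the attenuation-controlled median changes sign under other scalings in the left panel and with a length trend removed in the right panel.

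The authors' deposited tables hold 828 genes with an adjusted p under 0.05 for the trmA deletion, 1374 for the truB deletion and 2266 for the double deletion. Of the genes called here, 691, 1353 and 2253 were also called there, all with the same direction.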

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

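The tests of the splits, the interaction test, the fits without rRNA and tRNA genes and those without 1 library were chosen in advance. Setting these refits against explanations, and all other tests given here, were chosen only after the results were seen. The groups compared are the effects of one deletion with and without the other, and the interaction test found that they differ for 1096 genes. Among 100 assignments of the 12 libraries to 4 groups of 3, the real one included, 2 gave as many genes as the strains did. The other one gave 1654 genes. It set 5 of the 6 libraries with the header prefix, and so with an intact truB, against 5 of the 6 without it, and 11 of the assignments drawn were as uneven. For any difference among the 4 strains, 1 of 100 assignments, the real one, gave as many as 2859 genes, and the highest other count was 1445.

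With a trend on gene length removed from each library, 63.4% of the 1096 genes were still past the threshold, which argues against that trend as the whole cause. Without rRNA and tRNA genes in the scaling and test 79.6% were. The fits that left out each of the 12 libraries gave at least 847 genes, so no single library accounts for the count. What stays open is the overnight kanamycin, which the wild type alone did not receive: alone it would leave the double deletion level with both single deletions, but together with effects of the deletions that add up it cannot be told apart from a joint effect of both. A biological interaction of the deletions is untested beyond this.

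Of 36 named genes tested, 18 had an interaction past the threshold, 7 above 0 and 11 below. Above 0 were trmA at 3.08, malK at 3.90, ssrS at 1.91, argX at 1.88, yibB at 1.40, rpsO at 1.11 and fabR at 0.81. Below 0 were rpoC at -1.74, betA at -1.59, pheS at -1.59, hybA at -1.30, hybO at -1.23, yijD at -0.71, pnp at -0.67, rbfA at -0.53, nusA at -0.51, infB at -0.50 and btuB at -0.48. With the length trend removed, 14 of the 18 were still past the threshold in the same direction, which argues against that trend for these; btuB, pnp, infB and nusA were not, so for them it stays open. The 6 genes ssrS, argX, yibB, rpoC, betA and pheS were picked by the p-value of their interaction and so carry no separate weight. The counts of malK varied within wild type (390, 3477 and 4142), and its interaction was not refitted without single libraries.

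The value for trmA reflects 37 to 75 counts left in the double deletion against 4 to 13 in the single deletion. Wild-type RNA mixed into the double deletion libraries would leave truB at a similar share of wild type. truB stood at 2.24% (SD 0.730) and trmA at 3.27% (SD 1.04), and of 1067 other genes with a mean of at least 500 wild-type counts none fell below the share of trmA, the lowest being malG at 3.45%. Such a mixture therefore stays open, as do remaining sequence of the locus and misassigned reads. The fall of yijD, next to trmA, from a rise in the single deletion to none in the double may reflect another structure of the deleted locus in the double deletion (interaction -0.71). No read was examined at the locus, and that structure and other causes cannot be told apart.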

How the results depend on the processing

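The results kept their direction under the alternatives unless stated here, and the cause of each change was not tested. Total scaling outside rRNA and tRNA genes and the length-trend offset were chosen after seeing the data.

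For the trmA deletion against wild type, counts ranged from 461 to 772 genes across the 6 fits that each left out 1 library. These fits had equally many libraries, so the range reflects which library was left out. The count was 772 without wild-type replicate 1 and 514 without wild-type replicate 2. It was 502 without trmA deletion replicate 1 and 461 without trmA deletion replicate 3. Of the 514, 502 and 461 genes, 494, 486 and 453 were among the 786. Without wild-type replicate 2 the share higher was 35.6%, against 48.5% in all libraries and 64.4% under total scaling; for the truB deletion total scaling gave 63.6% against 51.9%. Over all alternatives the share higher ran from 49.3% to 58.8% for the double deletion against wild type, from 49.9% to 54.0% against the trmA deletion and from 44.3% to 56.0% against the truB deletion. The share of interactions above 0 ran from 40.8% under total scaling to 56.9% without wild-type replicate 2, so the balance of directions is not a stable result. Total scaling moved the median of all genes in the double deletion against wild type by 0.12, and a mean of at least 50 counts moved it by 0.10, and by 0.11 in the double against the trmA deletion. With the replicate number as a block (replicate block), the counts were 708, 1637, 2467, 2380, 1288, 1017 and 2766 genes in the order of the comparisons, and 5, 5 and 6 lists. Replicate numbers did not pair libraries: correlations of their deviations ran from -0.294 to 0.252.

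The correlation of the truB deletion effects was 0.651 without a filter and 0.820 over genes called in the first comparison, and from 0.665 to 0.710 leaving out 1 library. That of the trmA deletion effects was 0.167 without a filter, 0.277 with a mean of at least 50 counts and 0.423 over called genes. It was 0.295 with the length-trend offset, and from 0.184 to 0.226 leaving out 1 library.

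Lists past the threshold numbered 3 under fry for the trmA deletion. They numbered 0, 0 and 0 under camera with estimated correlation, with 0 at an unadjusted p under 0.05. Across fits leaving out 1 library they ranged from 3 to 7 for the trmA deletion (3 without wild-type replicate 3), from 2 to 8 for the truB deletion (2 without wild-type replicate 1 or truB deletion replicate 2, 3 without truB deletion replicate 1, 8 without wild-type replicate 3) and from 5 to 6 for the double deletion.

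The following values reversed. In the trmA deletion, sthA became 0.0036 and rbfA 0.026 under total scaling, and btuB became -0.011 without rRNA and tRNA genes and -0.038 with the length-trend offset. In the truB deletion, size factors from DESeq2 gave -0.0038 for fabR, -0.01145 for btuB and -0.019 for rpsO. In the same order, no filter gave -0.0025, -0.0098 and -0.018, and DESeq2 gave -0.0045, -0.01144 and -0.0189. Without rRNA and tRNA genes btuB was -0.0048 and rpsO -0.013, and the length-trend offset gave -0.054 for fabR and -0.28 for rpsO (adjusted p 0.0223, range over its alternatives 0.0223 to 0.977). In the double deletion rrsB became 0.0082 with a mean of at least 50 counts, 0.027 under total scaling and 0.15 with the length-trend offset. That offset also turned yijD to -0.31 (adjusted p 0.0188, range over its alternatives 0.0188 to 0.533) and rpsO to -0.33 (adjusted p 0.00610, range 0.00202 to 0.0546), so that these 3 values with the offset were past the threshold. Leaving out 1 library gave btuB from -0.012 to 0.10 in the trmA deletion, and in the truB deletion fabR from -0.011 to 0.044, btuB from -0.040 to 0.087 and rpsO from -0.079 to 0.080. The attenuation list in the trmA deletion changed direction with a mean of at least 50 counts (adjusted p 0.987) and the offset (0.690), over a range of 0.440 to 0.987, and from 0.440 to 0.831 leaving out 1 library. The sigma-32 list in the double deletion had a median of -0.22, negative under each scaling, but camera, which compares it with the other genes, gave the direction up. That direction turned down with size factors from DESeq2 (0.977) and with 2 strains alone (0.970), over a range of 0.0760 to 0.989, and from 0.680 to 0.984 leaving out 1 library. Among other values of named genes, 18 were weaker with 1 library left out and 9 under other alternatives, and 3 were stronger. Among lists, 12 were weaker and 10 stronger with 1 library left out, and 25 were weaker and 12 stronger under other alternatives.

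Depth limits genes near the floor: 15, 11 and 8 genes had at most 3 counts in all libraries of one strain in the comparisons against wild type, and their fold changes are not bounds.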

Other observations

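The tests of the splits, of gene abundance, gene lists, runs of genes, ModE targets, rRNA depletion, short genes and the length trend for the mod and bio genes were decided before their values were seen; the others were chosen only after the result was seen. What would count for or against 2 of the explanations, rRNA depletion and lack of trmA whatever the state of truB, was settled after their values were seen. All genes and sets named here were picked after their values were seen.

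Fitted on its 6 libraries alone, each comparison of 2 strains gave more genes than the 9 other splits: 780 for the trmA deletion, 1353 for the truB deletion and 2374 for the double deletion against wild type, 2492 for the double against the trmA deletion and 1197 for the double against the truB deletion. In each, 1 of the 10 splits gave as many, and the others gave 0 genes, with at most 398, 366, 131, 54 and 172 at an unadjusted p under 0.05. For gene lists, 1 of 10, 1 of 10 and 3 of 10 splits gave as many as the trmA, truB and double deletion did. The strains gave 7, 5 and 5 lists in these fits, whereas the other splits gave a median of 4, 3 and 3 lists and at most 6, 4 and 7. Camera with the preset correlation therefore called several lists in groups that mixed the strains, and the number of lists called is weak evidence by itself. With 10 splits the share cannot fall under 0.1.

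Longer genes were lower in the double deletion: across 3989 genes the rank correlation of the change against wild type with gene length was -0.3004. Genes under 300 nt had a median change of 0.81 and genes over 2000 nt of -0.30. In the libraries themselves the correlation ran from 0.131 to 0.189 in wild type, 0.321 to 0.333 in the trmA deletion, -0.159 to -0.0241 in the truB deletion and -0.358 to -0.330 in the double deletion. The header prefix alone is argued against by the correlation between the double and the truB deletion, -0.329, which lie on one side of it. Gene abundance is argued against by a partial correlation of -0.277, and the gene lists by -0.318 among genes in none of them. Fragmentation or size selection of the libraries stays open: the double deletion libraries stand apart, the highest at -0.330, which a change in the cells would give too. Transcription ending early along operons also stays open. In 271 runs with 1086 genes, the change of the double against the truB deletion fell by 0.045 per position (permutation p 1e-04, the smallest that 10000 shuffles can give), and that of the truB deletion against wild type by 0.030 (permutation p 0.0024). In the trmA deletion it fell by 0.010 (permutation p 0.165). The shuffles take genes as the replicates, so these p-values do not carry the spread between cultures. The slopes were computed with the length trend removed, so they cannot show what produces that trend, and no read position was examined.

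In the trmA and the double deletion, modABC, yghW and hybOABC were higher and moaABCDE lower than in wild type. In the direction of this pattern the 13 genes changed by a median of 2.66 in the trmA deletion, which shares the header prefix with wild type, so the prefix does not account for it. In the truB deletion, also grown with kanamycin overnight, the median was -0.70, which argues against kanamycin as the only cause. With the length trend removed, 13 of 13 genes were past the threshold in the trmA deletion. Lower activity of the regulator ModE might be one cause, but dmsABC and napFDAGHBC, which it activates, had a median of -0.12 in the trmA deletion (3 of 7 genes higher) and of -1.03 in the double deletion (6 of 7 lower, 2 past the threshold). Only 7 of the dms and nap genes named were tested, and the median of their mean counts was 15.9. With so few counts and members that go both ways, these values leave it open. The modE transcript itself was higher by 0.55 in the trmA deletion and by 0.56 in the double deletion, both past the threshold. In the truB deletion it was higher by 0.42, which was not past the threshold. A transcript level does not give the activity of ModE. An effect of the trmA deletion on the 13 genes is a hypothesis found and tested on the same data.

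The ratio of 16S to 23S counts was 1.89 ± 0.0545 in wild type (mean ± SD, n = 3), 1.26 ± 0.0475 in the trmA deletion, 1.40 ± 0.123 in the truB deletion and 1.39 ± 0.0637 in the double deletion. The highest trmA deletion library stood at 1.29, which argues against the prefix. Wild type differed from the 9 other libraries by an exact permutation test (two-sided, p 0.00455, the smallest that 220 splits can give). This grouping was chosen after the ratios were seen, so the p-value only restates that the wild-type libraries were highest. Kanamycin cannot be told apart from the deletions in this difference. The rRNA and tRNA share of the counts also differed, 89.4% in wild type against 90.6%, 90.2% and 90.7% (exact permutation test, two-sided, p 0.0182). Unequal rRNA depletion may therefore contribute; the library preparations of the strains were not compared otherwise.

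Of 77 tRNA genes tested, 76 were lower in the trmA deletion than in wild type, with 55 past the threshold and a median change of -0.93. Libraries of this kind count mature tRNA poorly, and modified bases can stop reverse transcription. Other genes under 150 nt changed by a median of -0.21, which argues against a loss of all short genes, and the prefix is shared with wild type, which argues against it. With the length trend removed the median was -0.40 with 23 past the threshold. In the double deletion the median against wild type was 0.14, and -0.70 with the length trend removed. The truB deletion alone had -0.29 with that trend removed, so the -0.70 does not measure loss of trmA alone. Against the truB deletion, the double deletion had a median of 0.485 with 60 of 77 tRNA genes higher, and -0.094 with the trend removed. The direction thus depends on the length trend, and whether lack of trmA lowers these counts whatever the state of truB stays open.

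The biotin genes bioA, bioB, bioF, bioC and bioD were lower in the double deletion, with a median change of -2.17 against wild type, and had medians of 0.03 and 0.42 in the trmA and truB deletions. With the length trend removed, the interaction closest to 0 was -2.11, which argues against the length trend. The median change of the double against the truB deletion, which share the prefix status, was -2.55, which argues against the header prefix. Kanamycin as the only cause is argued against by the median change of -2.22 against the trmA deletion, which also had kanamycin overnight; all 5 genes were past the threshold against each single deletion. A rise with kanamycin offset by a fall from each deletion would give the same values and was not tested. That loss of both enzymes lowers these genes is a hypothesis from the same data.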
